A study of Homo sapiens with 6 samples. Its data were reported in "Deep genomic characterization highlights complexities and prognostic markers of pediatric acute myeloid leukemia" (2023).

How the data were processed

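RNA was sequenced from K562 cells, an established cell line derived from chronic myeloid leukaemia, after transfection with a pCMV-HA expression plasmid. The plasmid was empty (EV), or carried MXD3 or the fusion STIM1::MXD3. Each of the 3 groups had 2 libraries, which the study describes as independent transfections, so 6 libraries were used. The group and the replicate number of every library came from its label.

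The values deposited by the authors were raw counts per gene, in 1 table per library, listed under NCBI Gene identifiers. According to the study, poly A libraries were sequenced as read pairs and aligned to the hg19 human reference genome. For RNA sequencing the study names the DRAGEN RNA Pipeline, beside a tool for detecting gene fusions, without saying whether the pipeline made these counts. The annotation and the use of strand were not stated, so counts of overlapping genes and of genes with near-identical copies, such as the ribosomal protein genes, are uncertain. The counts had not been normalised. Among genes with 1 to 39 counts in a library, 59.8% to 67.3% of the counts were even numbers, so part of each count may hold both ends of 1 read pair. For this reason the number of called genes was also taken from counts divided by 2 and rounded up.

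Every table held 25702 identifiers, of which 23696 (92.2%) were matched to a gene symbol and 22778 had a GRCh37 annotation from which exon length and GC content were taken. Unmatched identifiers held between 0.225% and 0.277% of the counts of a library and were kept in library sizes. Total counts were between 53048343 and 63835779 per library. Mitochondrial genes held 1.45% to 3.73% of the counts, and the 10 most counted genes held 4.75% to 5.73%.

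Genes were kept with filterByExpr, which left 15431 genes, and library sizes were scaled with TMM. Group differences were tested with the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3, two-sided, with 1 fit over all 6 libraries, 1 coefficient per group and no covariate. The 3 comparisons were STIM1::MXD3 against EV, MXD3 against EV and STIM1::MXD3 against MXD3. P-values were adjusted by the Benjamini-Hochberg method over all genes tested, with a threshold of 0.05, and genes with an absolute log2 fold change over 1 were also counted separately. Expression levels are given as TMM-scaled counts-per-million (CPM) with the SD over 2 libraries. A prior count of 2 was used for log2 CPM.

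Gene lists were tested by pre-ranked gene set enrichment analysis (GSEA) in fgsea 1.28.0, with all genes tested ranked by the edgeR log2 fold change (the study ranked protein-coding genes by that of DESeq2), a weight of 1 and 100000 permutations of genes. MXD3 and STIM1 were left out of the ranking because the plasmids carry them. The normalised enrichment score (NES) is positive for a list that lies among the higher genes. P-values were adjusted by the Benjamini-Hochberg method over 30 tests, 10 lists in 3 comparisons. Permuting genes treats them as independent, which co-regulated genes are not, so camera with a preset correlation of 0.01 and camera and fry from limma 3.58.1 with the correlation estimated from the libraries were also run.

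The 10 lists held MYC targets V1 (200 genes), MYC targets V2 (58), ribosome biogenesis factors (158), tRNA modification enzymes (80), ribosomal proteins (79), mitochondrial ribosomal proteins (77), endoplasmic reticulum (ER) chaperones (30), integrated stress response genes (32), interferon response genes (48) and erythroid genes (43). They were written from general knowledge and not copied from a published collection, so their members may differ from collections of the same name. MYC targets V1 shared 18 genes with V2, 13 with ribosome biogenesis and 11 with ribosomal proteins, and V2 shared 26 with ribosome biogenesis. A further list of 12 genes held MXD3, STIM1, MYC and the other members of the MYC, MAX and MXD network, of which MYCN was not tested because of low counts.

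The groups, tests, lists, the first set of other settings and the rule for naming genes were fixed before the data were examined. Named genes were the 12 listed genes, then up to 3 higher and 3 lower genes per comparison with the largest change among those past the threshold, with a mean CPM of at least 5 in the higher group and both libraries of 1 group above both of the other. In each MYC or ribosome biogenesis list past the threshold, the 2 members with the smallest p-value were also named. Genes named outside this rule are marked as such.

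The groups shared the replicate numbers 1 and 2 in their labels, and whether these numbers pair the libraries was checked from the counts. Deviations of same-numbered libraries from their group means correlated across genes. Over all genes tested, r was 0.270 for EV and MXD3, 0.364 for EV and STIM1::MXD3, and 0.450 for MXD3 and STIM1::MXD3. Over the 10250 genes with a mean CPM of at least 5, r was 0.621, 0.707 and 0.792 in the same order. The first principal component, with 42.8% of the variance, placed every replicate 1 library on 1 side of every replicate 2 library. The pairing therefore rests on the labels and on these counts, since the labels do not say what the replicate number stands for. Adding the replicate number to the edgeR fit as a block lowered the common biological coefficient of variation from 21.4% to 10.7%. The study names DESeq2 for comparisons between groups and does not mention a covariate. The fit without the block stayed the one reported, and blocked values are given where they change a call.

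Libraries of 1 group differed by more than sampling noise, with a chi-square per gene of 64.4 (EV), 110 (MXD3) and 126 (STIM1::MXD3). This cannot tell separate transfections from separate library preparations. Each library was counted as a separate replicate because the study describes independent transfections. The tests were tried on counts simulated from the real means and library sizes for 15204 genes. Without the block, the edgeR test recovered 93.1% of 102 genes changed 4-fold and 37.8% of 98 genes changed 2-fold, and called 0 unchanged genes. With the block it recovered 100% and 99% and called 17 unchanged genes. A list of 100 genes shifted by 0.3 on the log2 scale gave a GSEA p-value of 1.95e-04, with fewer permutations than in the main test. None of 20 unchanged lists had an unadjusted p-value under 0.05. The shift was larger than any list median over both replicates (-0.24 for ribosomal proteins with MXD3). Genes were simulated independently, so this check cannot show false calls from co-regulated lists.

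The other settings chosen at that stage were DESeq2 1.42.0 (Wald test), DESeq2 size factors in edgeR, library size with no further factor, no filter on low counts, at least 10 counts in every library, a fit on the 4 libraries compared, the replicate block, other rankings and tests for the lists, lists without shared genes, and leaving out each replicate in turn. After the data were seen, offsets for GC content and exon length (loess, span 0.3), the block combined with these offsets, with DESeq2, with camera and fry or with a minimum mean CPM of 5, the halved counts, and comparisons that share no library were added. As both comparisons against EV use the same EV libraries, 100 pairs of unchanged groups were simulated against them to show the correlation this alone gives. Genes were drawn independently, with the same spread in every library. Tables were prepared with Python 3.11.15 and pandas 2.3.3, and plots were drawn with matplotlib 3.10.9.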

Results

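The data collected are gene counts from RNA sequencing of K562 cells transfected with 1 of 3 plasmids, with 2 libraries per group. MXD3 is a transcription factor of the MYC, MAX and MXD network that represses transcription and opposes MYC. In STIM1::MXD3, a fusion gene studied in paediatric acute myeloid leukaemia, the amino-terminal repression domain of MXD3 is replaced by the start of STIM1, which carries the signal peptide that directs STIM1 to the ER. The empty vector (EV) libraries held 53048343 and 59603286 counts, the MXD3 libraries 63835779 and 54627096, and the STIM1::MXD3 libraries 57050462 and 61004870. Between 17375 and 17836 genes were detected per library. The comparisons asked what each construct changed against EV, and whether the fusion and MXD3 differed from each other.

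The MXD3 gene (Gene ID 83463; GRCh37 chromosome 5, positions 176728462 to 176739758, minus strand) was examined first as a check of the labels. Its level was 10.5 ± 1.68 CPM (SD, n = 2) in EV, 2343 ± 256 CPM (SD, n = 2) with MXD3 and 1912 ± 89.4 CPM (SD, n = 2) with STIM1::MXD3. The log2 fold change against EV was 7.80 ± 0.21 (SE) with MXD3 (adjusted p = 4.38e-05, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), or 223-fold. With STIM1::MXD3 it was 7.51 ± 0.21 (adjusted p = 5.23e-05). Leaving out EV replicate 2 moved the latter most, to 7.67, and with all libraries the offsets for GC content and length did, to 7.54. Between the constructs MXD3 differed by -0.29 ± 0.15 on the log2 scale (adjusted p = 1.00, edgeR), or by -0.19 without MXD3 replicate 1. The fusion lacks the amino-terminal part of MXD3, so counts of this gene do not compare the levels of the constructs directly. The counts do not separate transcripts of the plasmid from those of the cell's own gene.

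STIM1 (Gene ID 6786; GRCh37 chromosome 11, positions 3875757 to 4114440, plus strand) stood at 190 ± 20.5 CPM in EV, 173 ± 19.3 CPM with MXD3 and 462 ± 13.04 CPM with STIM1::MXD3 (SD, n = 2 each). Its log2 fold change with the fusion was 1.28 ± 0.14 against EV and 1.42 ± 0.14 against MXD3, and both fusion libraries lay above the other 4 libraries. Over all genes tested these changes did not pass the threshold (adjusted p = 0.359 and 0.381, edgeR), but adjusted over the list alone they did (2.56e-04 and 2.72e-04). With the replicate number as a block both passed over all genes (adjusted p = 4.27e-07 and 1.97e-07, edgeR). Across the alternatives the adjusted p-value against EV ran from 8.97e-44 (DESeq2 with the block) to 0.827 (the 4 libraries compared alone), and against MXD3 from 1.23e-53 to 1.00. MXD3 transfection alone changed STIM1 by -0.14 ± 0.14 (adjusted p = 1.00, edgeR).

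**Figure D1:**
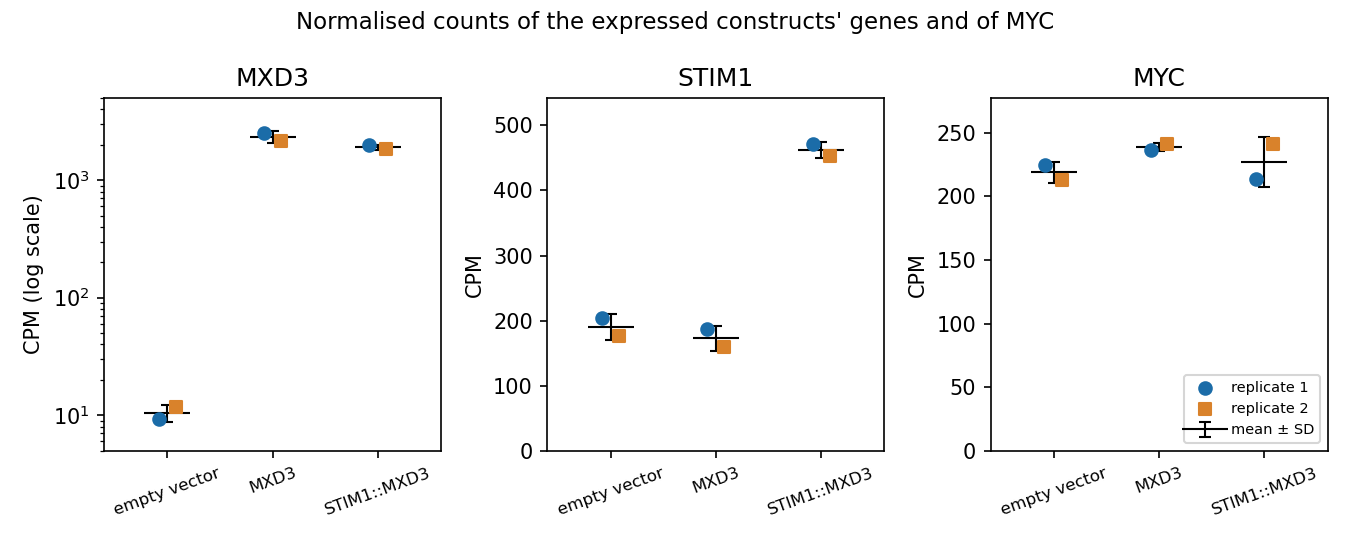
Normalised counts (CPM) of MXD3 (log axis), STIM1 and MYC in each library of K562 cells transfected with empty vector, MXD3 or STIM1::MXD3, with points for libraries, horizontal lines for the mean and error bars for the SD of 2 libraries. Mean MXD3 levels were 10.5 CPM in empty vector, 2343 CPM with MXD3 and 1912 CPM with the fusion, the mean of STIM1 was 462 CPM with the fusion, and MYC stayed between 213 and 241 CPM.

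As the study asked whether the fusion interferes with MYC, the transcripts of MYC and its network were compared next. MYC (Gene ID 4609; GRCh37 chromosome 8, positions 128747680 to 128755197, plus strand) stood at 219 ± 8.25 CPM in EV, 239 ± 3.08 CPM with MXD3 and 227 ± 19.7 CPM with STIM1::MXD3 (SD, n = 2 each). The log2 fold change was 0.05 ± 0.12 for the fusion against EV (adjusted p = 1.00), 0.12 ± 0.12 for MXD3 against EV (adjusted p = 1.00) and -0.07 ± 0.12 between the constructs (adjusted p = 1.00, edgeR for all), so no change in MYC beyond the spread of replicates was detected. The direction of the first value rested on STIM1::MXD3 replicate 2, since it was -0.05 without that library, and that of the last on STIM1::MXD3 replicate 1, without which it was 0.01. Over the 9 tested genes of the network without MXD3, log2 fold changes ran from -0.20 to 0.13 with the fusion, from -0.26 to 0.42 with MXD3 and from -0.30 to 0.27 between them, and 0 were called over all genes. The smallest unadjusted p-value was 0.0234, for MGA with MXD3 (0.42 ± 0.14, adjusted p = 1.00, edgeR). It was 0.129 adjusted over the list alone. The change in MGA was 0.27 without EV replicate 1. With the block in edgeR, MGA and MNT with MXD3 passed when adjusted over the list alone (0.00417 and 0.0349). Between the constructs so did MXD3, MNT, MGA and MYCL (0.0409, 0.0409, 0.0409 and 0.0425). None of these passed over all genes in that fit. The list alone included MXD3 and STIM1, which the plasmids carry and whose small p-values ease the adjustment for the other members. The calls of MNT, MGA and MYCL between the constructs may rest on this. MGA with MXD3 did pass over all genes in another alternative with the block (lowest adjusted p = 0.0249, edgeR with the offsets or DESeq2).

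Across all 15431 genes, the edgeR quasi-likelihood test called 1 gene with STIM1::MXD3 and 1 gene with MXD3 against EV, in each case MXD3 itself, and 0 genes between the constructs (Benjamini-Hochberg adjusted p under 0.05). At an unadjusted p under 0.05 there were 147, 287 and 156 genes. Both called genes changed over 2-fold. With the replicate number as a block, 3 genes (MXD3, STIM1 and VPS52), 45 genes (16 higher, 29 lower) and 1 gene (STIM1) were called, of which 3, 10 and 1 changed over 2-fold. VPS52, named here after its values were seen, had 32 and 464 counts in the EV libraries and between 2 and 15 in the others. DESeq2 with the block moved these counts most, to 24 genes (7 higher, 17 lower), 231 genes (84 higher, 147 lower) and 8 genes (5 higher, 3 lower), while DESeq2 without it called 3, 3 and 1. Of the 44 genes other than MXD3 called for MXD3 with the block, 43 changed in the same direction with STIM1::MXD3 and 1 was also called there. These comparisons share the EV libraries, so part of this overlap is given by the design.

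Apart from MXD3, no gene passed the threshold over all genes in the edgeR fit without the block, so none could be named by the size of its change. With it, 35 genes met that part of the naming rule for MXD3 against EV. The 3 highest were TXNIP (log2 fold change 1.11 ± 0.15, SE; adjusted p = 0.00684), TAC3 (1.09 ± 0.17; adjusted p = 0.0240) and UBXN10 (1.03 ± 0.15; adjusted p = 0.0156), and the 3 lowest were AHNAK2 (-1.37 ± 0.23; adjusted p = 0.0274), MT1X (-1.15 ± 0.18; adjusted p = 0.0220) and WIPF3 (-1.07 ± 0.18; adjusted p = 0.0276), all by edgeR with the block. MT1X belongs to a family of near-identical metallothionein genes, so its count is uncertain. Each of these 6 genes changed in the same direction in both replicate pairs, which the naming rule requires, so this is no separate evidence. From EV to MXD3, TXNIP went from 40.6 to 63.2 CPM in replicate 1 and from 51.1 to 153 CPM in replicate 2, UBXN10 from 8.78 to 19.4 and from 15 to 27.97 CPM, and WIPF3 from 23.1 to 9.03 and from 9.85 to 5.66 CPM. In fits without the block, leaving out a library breaks the pairs and lets in the replicate difference. There TXNIP changed by 0.46 without MXD3 replicate 2, UBXN10 by 0.63 and WIPF3 by -0.46 without EV replicate 1, and AHNAK2 by -0.86 without MXD3 replicate 2.

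The gene lists addressed the study's question of whether the fusion acts on MYC targets and on ribosome production. For STIM1::MXD3 against EV, 4 of the 10 lists passed the threshold by pre-ranked GSEA, all towards higher expression. MYC targets V1 had an NES of 1.40 (adjusted p = 0.0498), with a median log2 fold change of 0.05 and 153 of 198 members higher. Ranking by the signed root of the F statistic moved the NES most, to 2.14 (adjusted p = 6.25e-05, the lowest over the alternatives), while GC content and length offsets lowered it to 1.07 (adjusted p = 0.649, the highest). The median was 0.10 in the replicate 1 pair of libraries and 0.0050 in the replicate 2 pair, and it was 0.014 without STIM1::MXD3 replicate 1 and 0.09 without STIM1::MXD3 replicate 2. MYC targets V2 had an NES of 1.62 (adjusted p = 0.0426), a median of 0.14 and 47 of 57 members higher. Ribosome biogenesis had an NES of 1.71 (adjusted p = 0.00209), a median of 0.11 and 130 of 157 members higher. Its median was 0.07 without EV replicate 1 and 0.17 without EV replicate 2. The tRNA modification list had an NES of 1.69 (adjusted p = 0.0146), a median of 0.11 and 63 of 79 members higher. It did not pass with GC content and length offsets (adjusted p = 0.0817) or with these and the block (NES 1.52, adjusted p = 0.0715), in a range over alternatives of 6.25e-05 to 0.477. Except for MYC targets V1 in replicate 2, the medians of these lists were at least 0.06 in both replicate pairs. In each of these lists 0 members were called, over all genes or adjusted over the list alone, where 1 member each of V1, V2 and ribosome biogenesis and 0 of tRNA modification had an unadjusted p under 0.05. With the block, 2 members of V2 and 1 of ribosome biogenesis passed adjusted over the list alone. The members with the smallest p-values were RRP9 (0.36 ± 0.14, unadjusted p = 0.0354) and DDX18 (0.30 ± 0.13, unadjusted p = 0.0536) in V1, and RRP9 and EXOSC5 (0.30 ± 0.13, unadjusted p = 0.0524) in V2 and in ribosome biogenesis. All 3 had an adjusted p of 1.00 in edgeR.

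The other 6 lists did not pass with the fusion. The NES was -0.72 for ribosomal proteins (adjusted p = 1.00), 1.16 for mitochondrial ribosomal proteins (0.440), 0.71 for ER chaperones (1.00), 0.54 for the integrated stress response (1.00), 1.06 for the interferon response (0.614) and -1.33 for erythroid genes (0.244). Erythroid genes passed towards lower expression in 4 of 12 alternatives, namely the signed root of F (NES -1.97, adjusted p = 6.31e-04), a mean CPM of at least 5 (-1.86, 0.00262), this filter with the block (-1.98, 4.56e-04) and camera at 0.01 (adjusted p = 0.00736), in a range over alternatives of 4.56e-04 to 0.736. Mitochondrial ribosomal proteins passed in the first 3 of these settings (NES 1.70, 1.56 and 1.65; adjusted p = 0.00332, 0.0229 and 0.00652, in a range of 0.00332 to 1.00). The median of the erythroid genes was 0.02 in the replicate 1 pair and -0.19 in the replicate 2 pair. It was -0.31 without STIM1::MXD3 replicate 1 and 0.08 without STIM1::MXD3 replicate 2, so its direction rested on the latter library. The sign of an NES can differ from that of the median, as for the ER chaperones, of which 8 of 30 were higher.

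With MXD3 against EV, ribosome biogenesis also passed (NES 1.62, adjusted p = 0.00918), with a median log2 fold change of 0.10 and 110 of 157 members higher. The median was 0.05 without EV replicate 1 and 0.15 without EV replicate 2. Its members with the smallest p-values were URB1 (0.46 ± 0.14, unadjusted p = 0.0130) and URB2 (0.48 ± 0.15, unadjusted p = 0.0166). Each had an adjusted p of 1.00 in edgeR without the block, and with it 0.0549 (URB1) and 0.110 (URB2). Each passed over all genes in another alternative with the block (lowest adjusted p = 0.0048 and 0.0377, edgeR with the offsets or DESeq2). MYC targets V2 had a median of 0.10 and did not pass (NES 1.51, adjusted p = 0.0800, and 0.0521 with the block). No shift of MYC targets V1 was detected (NES -0.63, adjusted p = 1.00), with a median of -0.01 and 91 of 198 members higher. This median ran from -0.05 without MXD3 replicate 2 to -0.0022 without MXD3 replicate 1. The largest shift was in ribosomal proteins, which fell (NES -2.40, adjusted p = 3.27e-04) by a median of 0.24 on the log2 scale, and 1 of 79 members was higher. The median was -0.29 in the replicate 1 pair and -0.19 in the replicate 2 pair, and -0.15 without MXD3 replicate 1. Without the block 0 members of any list were called adjusted over the list alone, and 6 ribosomal protein genes had an unadjusted p under 0.05. With it, 58 of 79 ribosomal protein genes were, along with 16 members of MYC targets V1, 10 of ribosome biogenesis, 9 of the integrated stress response, 6 ER chaperones, 4 erythroid genes, 3 of MYC targets V2 and 1 of tRNA modification. Ribosomal protein genes have many processed copies in the genome, and the division of their counts is unknown. The remaining lists did not pass. The NES was 1.42 for tRNA modification (adjusted p = 0.108), -0.90 for mitochondrial ribosomal proteins (0.958), 0.94 for ER chaperones (0.847), -1.41 for the integrated stress response (0.175), 0.70 for the interferon response (1.00) and -1.15 for erythroid genes (0.470). Under the signed root of F, a mean CPM of at least 5 and this filter with the block, tRNA modification passed (NES 1.96, 1.96 and 1.95), and so did MYC targets V2 (NES 2.14, 1.99 and 2.04), erythroid genes (NES -1.57, -1.54 and -1.54) and, towards lower expression, ER chaperones (NES -1.64, -1.63 and -1.62). These 4 lists also passed under camera at 0.01. The integrated stress response passed at a mean CPM of at least 5 without and with the block (NES -1.66 and -1.58), and mitochondrial ribosomal proteins under the signed root of F (NES -1.45).

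The direct comparison of STIM1::MXD3 with MXD3 tested the difference between the constructs. MYC targets V1 lay higher with the fusion (NES 1.48, adjusted p = 0.0261), with a median log2 fold change of 0.08 and 154 of 198 members higher. The median was 0.14 in replicate 1 and 0.03 in replicate 2, and 0.02 without STIM1::MXD3 replicate 1. It did not pass with GC content and length offsets (NES 1.24, adjusted p = 0.211, in a range over alternatives of 3.15e-05 to 0.610). The members with the smallest p-values were IFRD1 (0.48 ± 0.18, unadjusted p = 0.0317) and RPS10 (0.31 ± 0.13, unadjusted p = 0.050), a ribosomal protein gene, each with an adjusted p of 1.00 in edgeR. Ribosomal proteins lay higher with the fusion than with MXD3 (NES 2.39, adjusted p = 3.27e-04), with a median of 0.23, 0.30 in replicate 1 and 0.16 in replicate 2, and 78 of 79 members higher. The median was 0.12 without MXD3 replicate 1 and 0.34 without MXD3 replicate 2. With the block, 65 of 79 were called adjusted over the list alone, and 0 without it, where 5 had an unadjusted p under 0.05. Mitochondrial ribosomal proteins also passed (NES 1.57, adjusted p = 0.0426), with a median of 0.09 that became 0.06 without STIM1::MXD3 replicate 1 and 63 of 76 members higher. They did not pass with GC content and length offsets (NES 1.09, adjusted p = 0.649, in a range over alternatives of 4.17e-05 to 0.649). No difference between the constructs was detected for MYC targets V2 (NES 0.53, adjusted p = 1.00) or ribosome biogenesis (NES 0.46, adjusted p = 1.00). The same held for tRNA modification (NES 0.85), ER chaperones (NES -0.62) and erythroid genes (NES -0.71), each with an adjusted p of 1.00, and for the integrated stress response (NES 1.44, adjusted p = 0.159) and the interferon response (NES 1.12, adjusted p = 0.527). The integrated stress response passed in 4 alternatives, the signed root of F (NES 1.74), a mean CPM of at least 5 without and with the block (NES 1.98 and 1.96) and camera at 0.01 (adjusted p = 0.00510, in a range over alternatives of 0.00271 to 0.736). Under camera with an estimated correlation or fry, with or without the block, none of the 10 lists passed in any comparison, so every list call above rests on tests that permute genes or preset their correlation.

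**Figure D2:**
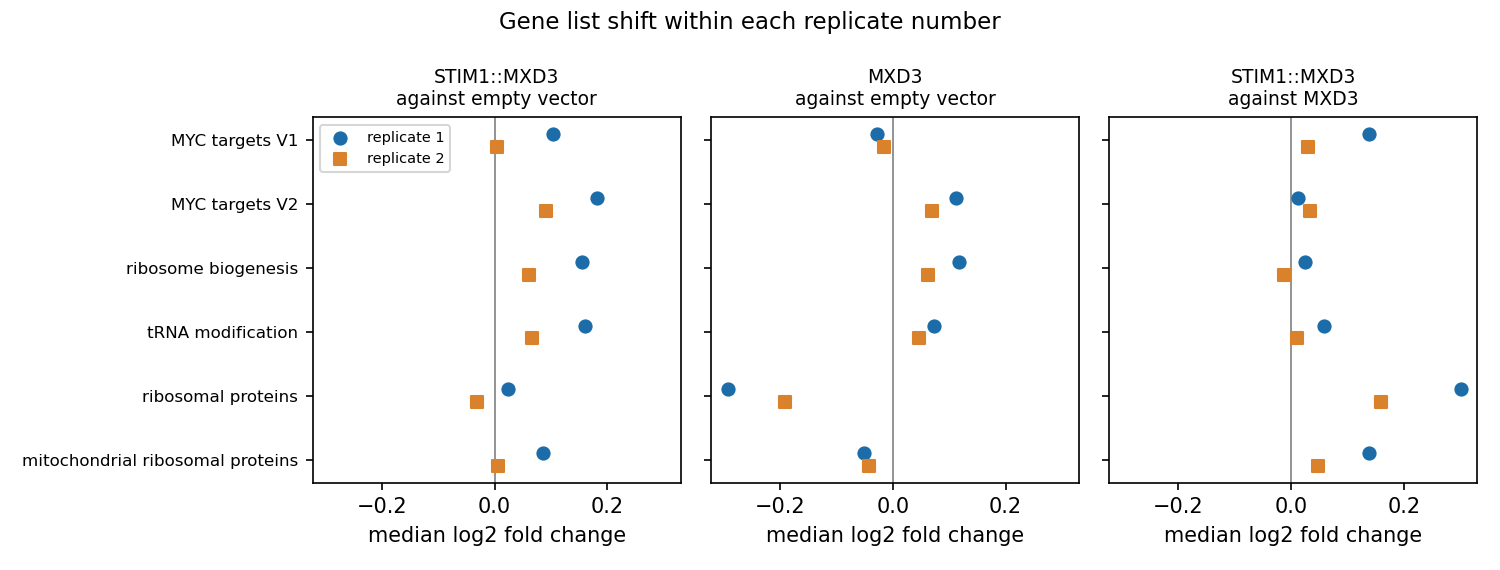
Median log2 fold change of 6 gene lists in each comparison (panels), with 1 point for each replicate number, taken between the libraries with that number. Ribosomal proteins lie between -0.29 and -0.19 with MXD3 and near 0 with STIM1::MXD3, and MYC targets V1 lie at 0.10 in replicate 1 and 0.0050 in replicate 2 of the fusion.

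Log2 fold changes of the 2 comparisons against EV correlated across 15429 genes with r = 0.558 (Spearman's rho 0.555), where genes are not independent replicates. Unchanged groups simulated against the same EV libraries gave r between 0.477 and 0.530, with a median of 0.506, so over all genes the shared control alone gives a correlation of nearly this size. Over the 10248 genes with a mean CPM of at least 5, r was 0.666 and unchanged groups gave 0.473 to 0.524. Genes were simulated independently and with the same spread in every library, so these ranges cannot exclude the shared control as the cause.

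**Figure D3:**
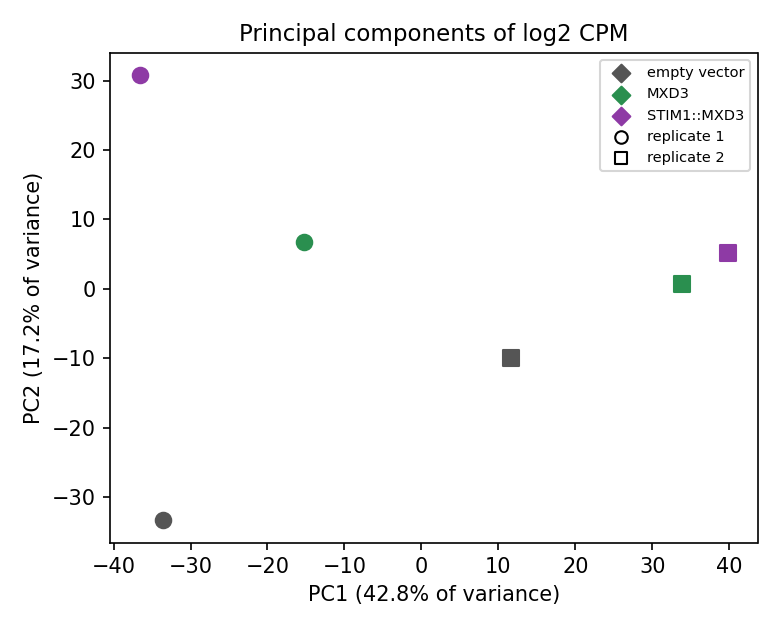
First and second principal components of log2 CPM, holding 42.8% and 17.2% of the variance, with 1 point per library, coloured by group and shaped by replicate number. The 3 replicate 1 libraries lie to the left of the 3 replicate 2 libraries.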

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

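The GC content and length offsets, the halved counts, the comparisons without a shared library and the combinations of the block with DESeq2, with the offsets, with camera and fry or with a mean CPM of at least 5 were chosen after seeing the data, and the other alternatives were chosen beforehand. The cause of a change was not tested except where stated.

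MXD3 against EV kept its direction and its call under all 10 alternatives with a full set of libraries, with log2 fold changes from 7.49 to 7.54 for the fusion and from 7.79 to 7.84 for MXD3. MYC stayed without a call in all 3 comparisons under these alternatives (0.04 to 0.07, 0.12 to 0.17 and -0.10 to -0.05). STIM1 kept its size and passed the threshold under 5 of them. Against EV its log2 fold change was 1.28 by DESeq2, 1.28 with no filter, 1.29 with the block, 1.33 with the block and offsets, and 1.28 by DESeq2 with the block. Against MXD3 it was 1.41, 1.42, 1.42, 1.48 and 1.42 in the same order.

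Counts of called genes depended on the tool and on the block. For STIM1::MXD3 against EV, where 1 gene was called, there were 3 by DESeq2, 2 with no filter, 3 with the block, 3 with the block and offsets, and 24 by DESeq2 with the block, of which 2 were shared with the edgeR block fit. Over 2-fold these counts were 3, 2, 3, 3 and 2. For MXD3 against EV, also with 1 gene, there were 3 by DESeq2, 45 with the block, 33 with the block and offsets (30 of them shared with the 45) and 231 by DESeq2 with the block (41 shared). Over 2-fold these were 3, 10, 9 and 7. Between the constructs, with 0 genes called and 156 at an unadjusted p under 0.05, there was 1 gene by DESeq2, 1 with no filter, 1 with the block, 1 with the block and offsets, and 8 by DESeq2 with the block. Over 2-fold these were 1, 1, 1, 1 and 2. DESeq2 size factors, plain library size, at least 10 counts in every library, the 4 libraries alone, the offsets without the block and the halved counts kept the counts of 1, 1 and 0. The block lowered the common biological coefficient of variation from 21.4% to 10.7%. It changed no list's side of the threshold. Over all genes it changed no other call than those counted here, and adjusted over the list alone it added the calls of network genes and list members given in the report, 3 members of the integrated stress response and 1 erythroid gene with the fusion against EV, and 1 member of each of these 2 lists between the constructs.

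MYC targets V1 for STIM1::MXD3 against EV did not pass with the DESeq2 ranking (NES 1.35), with the offsets (1.07), with the block and offsets (1.07) or without genes shared with other lists (1.26). It passed with the block (1.42), with genes of mean CPM of at least 5 (1.96) and with the ranking by the signed root of F (2.14). Between the constructs it did not pass with the offsets (1.24), the block and offsets (1.24) or without shared genes (1.30). MYC targets V2 with the fusion did not pass with the offsets (1.64, adjusted p = 0.0505) and passed with the block and offsets (1.67, adjusted p = 0.0359), in a range over alternatives of 8.97e-07 to 0.929. The tRNA modification list with the fusion did not pass with the offsets (adjusted p = 0.0817) or with the block and offsets (1.52, adjusted p = 0.0715), in a range over alternatives of 6.25e-05 to 0.477. Without shared genes, which left 19 of its 57 ranked members, the NES of V2 was 0.90. With MXD3 the V2 list passed under the signed root of F (NES 2.14), mean CPM of at least 5 (1.99), this filter with the block (2.04) and camera with the preset correlation of 0.01 (adjusted p = 2.63e-04). Between the constructs V2 had an NES of 0.53 and reversed with the block and offsets (NES -0.40) and without shared genes (-0.74), as did ribosome biogenesis with the offsets (-0.43), the block and offsets (-0.47) and without shared genes (-0.47), all far from the threshold.

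Every list that passed lost its call when the correlation of genes was estimated from the libraries. The adjusted p-values under camera with estimated correlation, fry, camera with the block and fry with the block were 0.481, 0.323, 0.610 and 0.475 for V1, 0.238, 0.190, 0.477 and 0.273 for V2, 0.238, 0.231, 0.477 and 0.273 for ribosome biogenesis, and 0.238, 0.0736, 0.477 and 0.273 for tRNA modification with the fusion. With MXD3 they were 0.351, 0.234, 0.477 and 0.273 for ribosome biogenesis, and 0.238, 0.190, 0.496 and 0.273 for ribosomal proteins. Between the constructs they were 0.358, 0.234, 0.610 and 0.455 for V1, and 0.238, 0.190, 0.477 and 0.273 for both ribosomal proteins and mitochondrial ribosomal proteins. With 2 libraries per group this correlation is itself poorly known. Apart from these tests, ribosome biogenesis with both constructs and ribosomal proteins in MXD3 against EV and between the constructs passed under every alternative run.

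Leaving out 1 library at a time gives values without a test. These come from fits without the block, so they also hold part of the difference between the replicate numbers. The median log2 fold change of V1 ran from 0.01 to 0.09 for the fusion against EV, from -0.05 to -0.0022 for MXD3 against EV and from 0.0211 to 0.12 between the constructs. Between the constructs, V2 ran from 0.0087 to 0.0229 and ribosome biogenesis from -0.0249 to 0.0347. Ribosomal proteins ran from -0.34 to -0.15 with MXD3 and from 0.12 to 0.34 between the constructs, and ribosome biogenesis from 0.07 to 0.17 with the fusion and from 0.05 to 0.15 with MXD3. Of the 45 genes called with the block for MXD3, at least 44 kept their direction in each of the 4 fits.

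The correlation between the comparisons against EV was 0.666 over genes with a mean CPM of at least 5, where unchanged groups gave 0.473 to 0.524. Over all 15429 genes, where it was 0.558, it was 0.010 and -0.051 with 1 EV library each, but these values say little about the shared control, since each comparison then lacks an EV library of a different replicate number and the replicate difference enters the fold changes with opposite signs. Between comparisons that share no library it was 0.004 over all genes for the fusion in replicate 1 with MXD3 in replicate 2, and 0.065 the other way. Over the 10248 genes with a mean CPM of at least 5 these values were 0.004 (unchanged groups -0.037 to 0.033) and 0.277 (-0.024 to 0.023), so the second depended on the genes included.

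Of 43 other results, some were rerun only with libraries left out, so no count of those that held is given. In 416 runs of the rest, 12 were weaker, 45 stronger and 36 reversed. All reversals were in 3 lists that did not pass as reported. The ER chaperone list had a positive NES and mostly lower members with both constructs, so its sign turned with the ranking. With the fusion it was -1.19 by the signed root of F, -1.33 at a mean CPM of at least 5 and -1.36 at this filter with the block. The adjusted p-values were 0.259, 0.531, 0.545, 0.610 and 0.550 under camera at 0.01, camera with estimated correlation, fry, camera with the block and fry with the block. With MXD3 it passed towards lower expression in the first 3 of these settings (NES -1.64, -1.63 and -1.62; adjusted p = 0.0272, 0.0349 and 0.0378) and under camera at 0.01 (0.0243), but not in the other 4 (0.358, 0.234, 0.496 and 0.364). Between the constructs its NES became 1.24, 1.23 and 1.18 in the first 3 settings, 0.69 with the offsets and 0.64 with the block and offsets, with adjusted p-values of 0.163, 0.481, 0.434, 0.610 and 0.544 under the camera and fry settings. The integrated stress response list with the fusion was -0.55 under the DESeq2 ranking, -0.82 with the block, -0.76 with the block and offsets and -1.08 at a mean CPM of at least 5 with the block. The interferon list with MXD3 was -0.83 at a mean CPM of at least 5 and -0.81 at this filter with the block, and turned to lower under camera at 0.01 (adjusted p = 0.945), camera with estimated correlation (0.941), camera with the block (0.970) and fry with the block (0.929).

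In data simulated at the depth of these libraries, the test without the block recovered 37.8% of genes changed 2-fold, so changes of this size can be missed there.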

Other observations

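The tests in this part on GC content and length, on random lists, on the replicate numbers, on VPS52 and on even counts were chosen only after the result was seen.

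The replicate number separated the libraries more than the plasmid did. With the groups in the edgeR fit, 4499 of 15431 genes (29.2%) differed between replicate 2 and replicate 1 (Benjamini-Hochberg adjusted p under 0.05), 2020 higher and 2479 lower, and 356 of them over 2-fold. The gene with the smallest adjusted p-value was APOE, which fell by 1.31 on the log2 scale in replicate 2 (adjusted p = 1.60e-08), from 463 to 537 CPM in the replicate 1 libraries to 181 to 223 CPM in the replicate 2 libraries. RPS27 rose by 0.98 and HBZ, an embryonic globin gene, fell by 0.90. These 3 genes were picked from the top of this list after their values were seen. The erythroid list fell (NES -2.01, adjusted p = 0.00138 over 10 lists), and the other 9 lists did not pass. Offsets for GC content and length left 4489 genes, 3951 of them shared, which argues against such a trend as the whole cause. With only the split in the fit, 3469 genes were called, and 1 of the 10 splits of the 6 libraries into 3 and 3 gave as many, which was the real one, while the other 9 gave 0. The smallest share that 10 splits allow is 0.1, so chance is not excluded by this count. A difference in the day or state of the K562 culture between transfection rounds may lie behind it, as a hypothesis, since the labels do not say what the number stands for.

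This difference also bears on how the tests without the block should be read. At an unadjusted p under 0.05, the fits without the block held 147, 287 and 156 of 15431 genes, fewer than a 0.05 share of unchanged genes would give, and with the block they held 1311, 2149 and 1001. For the 45 genes called for MXD3 with the block, the replicate 2 libraries were exchanged between the groups in all 6 ways. Of these, 1 of 6 gave as many genes, the real one, and the others gave 0, 0, 2, 13 and 13. With 6 ways the share cannot fall under 0.05, so the real pairing and a chance one cannot be told apart by this count alone.

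The response to STIM1::MXD3 was repeated less between the replicate numbers than that to MXD3. Across 10248 genes with a mean CPM of at least 5, where genes are not independent replicates, the log2 fold changes of replicates 1 and 2 correlated with r = 0.026 for the fusion against EV and with r = 0.352 for MXD3 against EV. Unchanged groups, simulated with independent genes, gave an r of -0.029 to 0.031 and -0.031 to 0.030. Spearman's rho was 0.119 and 0.439, without a simulated range. The fusion in replicate 2 correlated with MXD3 in replicate 1 (r = 0.277; unchanged groups -0.024 to 0.023), and these comparisons share no library, while the fusion in replicate 1 and MXD3 in replicate 2 gave an r within that of unchanged groups (r = 0.004, rho = 0.119; -0.037 to 0.033). STIM1::MXD3 replicate 1 against EV replicate 1 also had a trend with GC content (rho = -0.374 over 10005 genes), which was 0.101 in replicate 2 and -0.038 and -0.067 with MXD3. Removing the trend of GC content and length moved the r between the fusion's replicates to 0.047, above the range of unchanged groups simulated without this step, and rho to 0.150. Both stay far below the values of MXD3 (r = 0.353, rho = 0.438), so the trend is not the whole reason for the difference. A candidate explanation is a lower library quality or a different transfection in STIM1::MXD3 replicate 1, which was not tested beyond this. Which of the 2 fusion libraries carries the typical response stays open.

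The constructs may share a part of their response. The correlation of 0.558 between the comparisons against EV lay above the 0.477 to 0.530 of unchanged groups simulated with the shared control. Over the 10248 genes with a mean CPM of at least 5 it was 0.666 against 0.473 to 0.524. The simulation drew genes independently with the same spread in every library, so it cannot exclude the shared libraries as the cause. The evidence that is free of shared libraries is weaker and uneven. Over these 10248 genes r was 0.277 (rho 0.329) for the fusion in replicate 2 with MXD3 in replicate 1, and 0.004 (rho 0.119) for the other combination. Over all 15429 genes the same combinations gave an r of 0.065 (rho 0.179) and 0.004 (rho 0.041), without a simulated range. By r a common response therefore rests on 1 of the 2 library combinations and mostly on the more abundant genes.

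The higher level of MYC targets V1 with STIM1::MXD3 came mostly from replicate 1, the library with the GC trend. With the block and offsets for GC content and length its NES was 1.07 and it no longer passed, which is consistent with the trend as a source of the enrichment by rank. With the trend removed, the median log2 fold change was 0.06 in replicate 1 and 0.01 in replicate 2. A different reading comes from genes of similar level. Of 10000 random lists matched on mean expression and GC content, 0 had a median as high as the V1 list in replicate 1 (0.10 against at most 0.07) and 0 in replicate 2 (0.0050 against at most -0.02). The matched random lists had a median of -0.06 in replicate 2, so V1 stood above them there with almost no rise of its own. With MXD3, 1180 of 10000 were as high in replicate 1 and 0 in replicate 2, so a position above matched genes was not limited to the fusion. Members of a list are co-regulated and random genes are not, so these counts describe these libraries and are no p-values. Hence a small rise of MYC targets relative to other abundant genes may be present with the fusion, and its size is not fixed by these data.

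The fall of ribosomal protein genes with MXD3 was the most uniform of the 10 list shifts, with 78 of 79 members lower, and was not detected with the fusion (median 0.0045). GC content and length offsets with the block left the NES at -2.48, and the median with the trend removed was -0.28 in replicate 1 and -0.17 in replicate 2. Of 10000 random lists matched on mean expression and exon length, 0 had a median as low as -0.24, the lowest being -0.15 and their median -0.09. These values argue against a GC trend and against a general loss of short, abundant transcripts as the whole cause. Shared reads with processed copies were not tested. Under fry the adjusted p-value was 0.190, in a range over alternatives of 4.79e-19 to 0.496, so the shift is uniform over members but rests on 2 libraries per group. As MXD3 opposes MYC, and ribosomal protein genes are among the targets of MYC, a candidate explanation is repression that needs the amino-terminal domain the fusion lacks. A general repression of MYC targets by MXD3 would also lower ribosome biogenesis genes and MYC targets V2. The former lay higher with MXD3 (NES 1.62, adjusted p = 0.00918), and for the latter no shift was detected (NES 1.51, adjusted p = 0.0800). V2 passed towards higher expression under the signed root of F (NES 2.14) and at a mean CPM of at least 5 (NES 1.99). It did not pass under camera with estimated correlation (adjusted p = 0.238) or fry (0.190), and lay lower under no alternative. Between the constructs no difference was detected for either list, which does not exclude one.

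Stress and interferon responses that differ between the plasmids were not detected as list shifts. All groups, EV included, were transfected, so a response common to every plasmid could not be seen. Of the 48 interferon genes, 35 were ranked. The smallest adjusted p-value over the 3 comparisons was 0.159 for the ER chaperone and integrated stress response lists and 0.527 for the interferon list. Where the integrated stress response passed with MXD3 against EV, among genes with a mean CPM of at least 5, it lay lower (NES -1.66, adjusted p = 0.0291, in a range over alternatives of 0.0291 to 0.737), the opposite of an induced response. With the block, 13 of its 32 members had an unadjusted p under 0.05 with MXD3, 4 higher and 9 lower. The 3 called over all genes (PPP1R15A, SLC3A2 and GDF15, named after their values were seen) were lower. With the fusion, 3 members of the list had such a p-value, all lower, while 24 of the 32 were higher. Its median was -0.23 in the replicate 1 pair and 0.02 in the replicate 2 pair with MXD3, and -0.13 and 0.19 with the fusion. Of the 30 ER chaperones, 5 were higher with MXD3 and 8 with the fusion, with medians of -0.12 and -0.04. In the replicate pairs their median was -0.10 and -0.13 with MXD3, and 0.02 and -0.11 with the fusion. With MXD3 this list lay lower among genes with a mean CPM of at least 5 (NES -1.63, adjusted p = 0.0349). Over all genes its NES was 0.94. These values give no sign of an induced stress response with MXD3. For the integrated stress response list, members that go both ways and replicates that disagree do not exclude one with either construct. For the ER chaperones the replicates disagreed with the fusion and were both lower with MXD3, where some members were higher. Between the constructs the integrated stress response lay higher with the fusion among genes with a mean CPM of at least 5 (NES 1.98, adjusted p = 0.00271, in a range of 0.00271 to 0.736). Its median over all members was 0.09 and 0.14 in the replicate pairs. It turned from 0.12 to -0.14 without STIM1::MXD3 replicate 2 and to -0.03 without MXD3 replicate 1, which breaks the pairs.

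VPS52, on chromosome 6 (33218049 to 33239824, GRCh37), was picked after its values were seen. It had 32 and 464 counts in the EV libraries, 4 and 2 with MXD3, and 4 and 15 with STIM1::MXD3. With the block its log2 fold change was -5.84 with MXD3 (adjusted p = 0.00268) and -4.41 with the fusion (adjusted p = 0.00920, edgeR). The gene lies near the major histocompatibility complex, where alternate sequences in a reference genome could divert reads. The median absolute difference between replicates of 57 genes of chromosome 6 between 28 and 34 Mb was 0.63, against 0.54 for random genes, and 516 of 10000 random lists were as high. This does not settle whether diverted reads lie behind these counts, and its low counts and the gap between the EV libraries make the fold change unreliable.

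Low counts were even numbers more often than odd ones, with at least 59.8% even among genes with 1 to 39 counts in every library. The values fit both ends of a read pair being counted singly where both fell in a gene. This would make counts less independent than the test takes them to be, and halving them left 1, 1 and 0 genes called.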
